# Differential Gene and MicroRNA Expression between Etoposide Resistant and Etoposide Sensitive MCF7 Breast Cancer Cell Lines

**DOI:** 10.1371/journal.pone.0045268

**Published:** 2012-09-18

**Authors:** Karobi Moitra, Kate Im, Katy Limpert, Alexander Borsa, Julie Sawitzke, Rob Robey, Naoya Yuhki, Ram Savan, Da Wei Huang, Richard A. Lempicki, Susan Bates, Michael Dean

## Abstract

In order to develop targeted strategies for combating drug resistance it is essential to understand it’s basic molecular mechanisms. In an exploratory study we have found several possible indicators of etoposide resistance operating in MCF7VP cells, including up-regulation of ABC transporter genes, modulation of miRNA, and alteration in copy numbers of genes.

## Introduction

Major advances have been made in the treatment of breast cancer; however, it still remains the leading cause of cancer death among women worldwide [1]. In the United States breast cancer is the second leading cause of cancer death among women after lung cancer [2]. The chemotherapeutic drug etoposide is used as a salvage treatment for advanced stage breast cancer and causes DNA damage by stabilization of DNA topoisomerase II. Etoposide stabilizes the topoisomerase II –DNA covalent complex impairing the strand-rejoining activity of the enzyme causing double stranded DNA breaks to persist instead of being repaired [3]. Etoposide can delay progression of the cell cycle through the late S or early G2 phase but has no effect on tubulin assembly [3]. As a single agent, oral etoposide response rate for breast cancer was found to be around 35% [4] and the mean bioavailability of orally administered etoposide is approximately 50% [3]. In a more recent study, it was found that oral etoposide in combination with cisplatin was much more effective in patients with advanced breast cancer (pre-treated with anthracyclines) than paclitaxel [5]. Etoposide (in combination with other drugs) is also widely used for the treatment of small cell lung cancer, lymphoma, leukemia and testicular cancer among others [6]. Though etoposide is widely used as therapy for cancer patients, the fact remains that tumors often acquire resistance to the drug. The nature of drug resistance is inherently multi-factorial involving mechanisms which include alteration in drug targets, inactivation/detoxification of the drug, decreased drug up take, increased drug efflux and the disregulation of the apoptotic pathway [7]. Apart from these mechanisms, in recent years, it has been found that small, non-coding RNAs called microRNAs (miRNAs) may also have a role in regulating drug resistance. miRNAs are small (18–22 nucleotide) non-coding RNAs that are capable of silencing the expression of certain genes by binding to complementary sites in the 3′UTR of these genes and causing either mRNA cleavage or translational repression [8]. miRNA abnormalities have become an emergent theme in cancer research. It was found that global miRNA expression patterns could classify human cancers according to developmental lineage and differentiation status much more accurately than mRNA expression profiling [9]. Gerard Wright first proposed the term ‘resistome’ to denote the genes responsible for antibiotic resistance and their precursors in bacteria [10], [11]. Similar to the ‘integrated network of antibiotic resistance elements’ in bacteria that provide protection against chemical threats [11], some cancer cells may also possess an integrated network that protects them from chemotherapeutic agents. In our study we identified several indicators that may represent the resistance network specific to an etoposide resistant MCF7VP breast cancer cell line. This network may contain genes and miRNA related to multiple mechanistic pathways of drug resistance, however, the applicability of the study to a clinical setting remains to be determined.

## Results

### The MCF7VP Cell Line Shows a Higher Level of Resistance to Etoposide Compared to the Drug Sensitive Parental MCF7 Cell Line

To determine the extent of etoposide resistance in both the drug sensitive and drug resistant cell lines we measured sensitivity using a cellular cytotoxicity assay. Briefly, 10,000 cells per well of a 96 well plate were plated and pre-incubated at 37 degrees C for 24 hrs after which 100 µl of various concentrations (0–100 µM) of etoposide was added. After 72 hr incubation 10 µl of CCK8 reagent was added. Two hours later the absorbance was measured at 450 nm. This data was fitted to a dose-response curve using GraphPad Prism and EC50’s were calculated revealing that the MCF7VP cells were 12.5 fold more resistant to etoposide than the drug sensitive MCF7 cells (Fig. 1).

**Figure 1:**
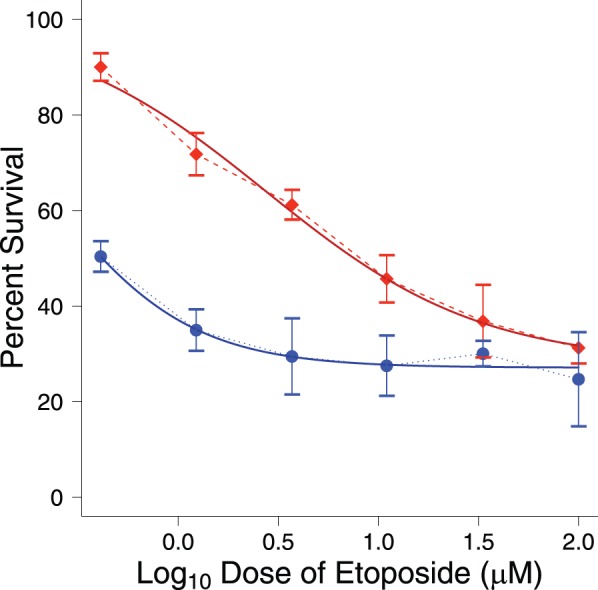
Cellular cytotoxicity assays determined that MCF7VP cells are more resistant to etoposide than the parental MCF7 cells. Curve fitting of cellular cytotoxicity data with GraphPad prism. (MCF7VP- red squares and MCF7- blue circles). The dotted line represents the actual curve and the solid line depicts the fitted curve. The assay was carried out using 10,000 cells per well of a 96 well plate and 100 µl of various concentrations (0–100 µM) of etoposide (the graph depicts log concentrations of etoposide).

### *ABCC1* and *ABCC6* Genes are Overexpressed in the MCF7VP Cell Line

The ABC (ATP binding cassette) transporters are a diverse family that contain a number of energy dependent efflux pumps. Using TaqMan low density microfluidic arrays which contain the probes and primers (in triplicate) to detect the expression of all 48 human ABC transporters (and also endogenous controls such as beta actin) we found that *ABCC1* and *ABCC6* were highly expressed in the etoposide-resistant cell line compared to the sensitive cell line (Fig. 2). We validated the data using quantitative real time PCR (qRT-PCR) and found that *ABCC1* was 20.5 fold over-expressed (Fig. 3A) and *ABCC6* was 72.5 fold over-expressed in the MCF7VP cell line compared to the parental MCF7 cell line (Fig. 3B). We found that expression of other transporters was not appreciably increased (Fig. 2). We also validated this data using western blotting to show that both ABCC1 and ABCC6 proteins are expressed in MCF7VP cells (Fig. S1).

**Figure 2:**
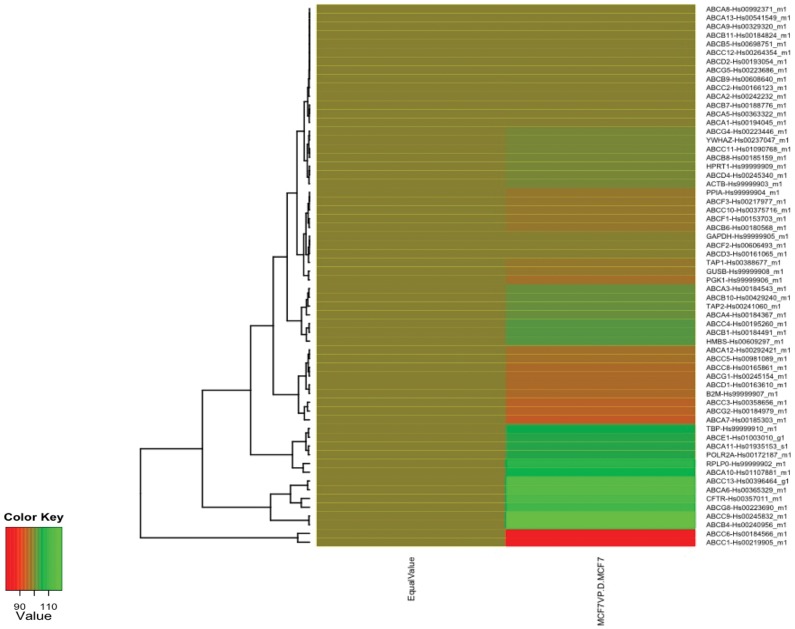
Heat map depicting the upregulation of *ABCC6* and *ABCC1* genes in MCF7VP cells. It can be seen that both *ABCC6* (red) and *ABCC1* (red) genes are upregulated in the MCF7VP cell lines. cDNA from the MCF7 and MCF7VP cells was used to run the Taqman Low Density ABC transporter arrays. The data was analyzed using Microsoft excel and R-Bioconductor to generate heat maps of the ABC array data.

**Figure 3:**
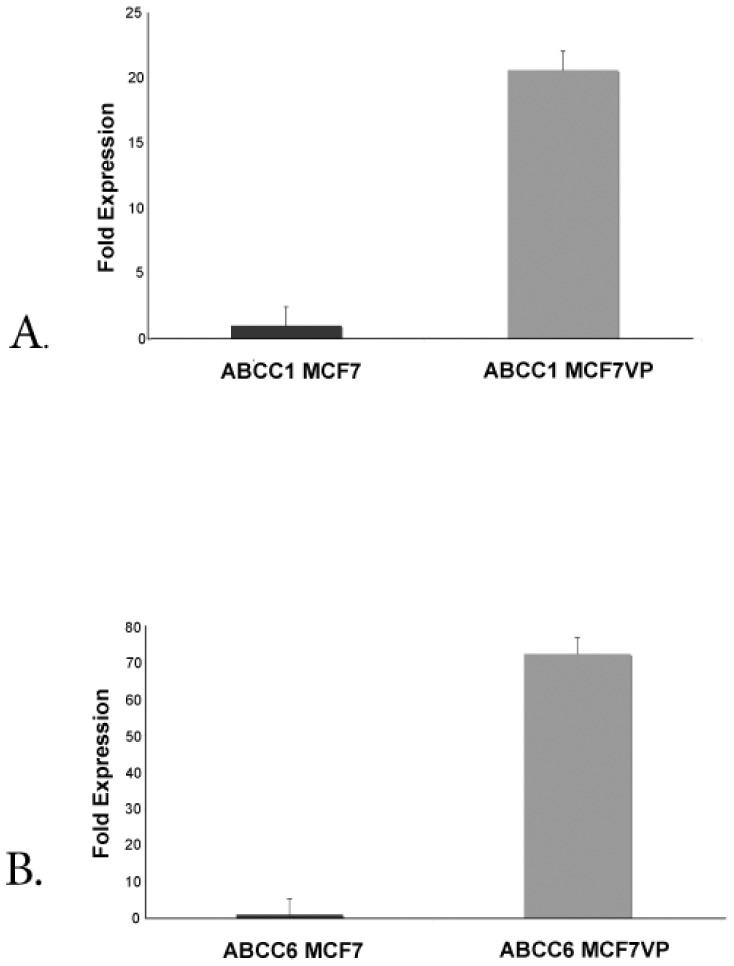
Expression of ABCC1 and ABCC6 in MCF7VP cells, Fig. 3A. Up-regulation of ABCC1 in MCF7VP cells validated by qRT-PCR. The gene expression level of ABCC1 was found to be up-regulated in the MCF7VP cell line using microfluidic arrays, this was validated using quantitative RT PCR with taqman probes against ABCC1. The fold change was calculated using the delta delta CT method. Fig. 3B. Up-regulation of ABCC6 in MCF7VP cells validated by qRT-PCR. ABCC6 up-regulation was validated with quantitative qRT PCR and taqman probes against ABCC6. The fold change in gene expression between the MCF7 and MCF7VP was calculated using the dd CT method.

### MCF7VP Cells have a Distinct miRNA Profile when Compared to MCF7 Drug Sensitive Cells

Using miRNA microfluidic arrays from ABI, we determined the microRNA profile for MCF7VP cells compared to drug sensitive cells (Table 1, Data File S1). Multiple miRNAs showed differential expression among the cell lines including hsa-miR-382, hsa-miR-23b and hsa-miR-885-5p, which were up-regulated (>2-fold increase) in MCF7VP cells and hsa-mir-218, hsa-miR-758 and hsa-miR-548d-5p, which were down-regulated (>2-fold decrease) in MCF7VP cells (Table 1 and Data File S1), suggesting that etoposide resistant MCF7 cells have a miRNA profile that is distinct from the MCF7 drug sensitive cell line. Of particular interest was the 7.79-fold decreased expression of Hsa-miR-218 in MCF7VP cells.

**Table 1:** Micro-RNA expression in etoposide resistant MCF7VP cell line.

Micro-RNA	Log10RQ	neg DDCt
hsa-miR-382	3.2304599	10.7313555
hsa-miR-23b	1.726751554	5.7361445
hsa-miR-885-5p	1.590805204	5.2845405
hsa-miR-184	1.492550819	4.9581465
hsa-miR-342-5p	1.455023517	4.8334835
hsa-miR-484	1.368210079	4.5450955
hsa-miR-491-5p	1.359980822	4.5177585
hsa-miR-330-5p	1.303278812	4.3293985
hsa-miR-29b	1.259166478	4.1828605
hsa-miR-503	1.246293231	4.1400965
hsa-miR-202	1.246093649	4.1394335
hsa-miR-455-3p	1.125521502	3.7389015
hsa-miR-518d-3p	−0.607968759	−2.0196285
hsa-miR-487b	−0.712653445	−2.3673835
hsa-miR-127-3p	−0.810643224	−2.6928985
hsa-miR-523	−0.826782947	−2.7465135
hsa-miR-135a	−0.827046348	−2.7473885
hsa-miR-129-3p	−0.845870657	−2.8099215
hsa-miR-518f	−0.978512601	−3.2505485
hsa-miR-542-3p	−0.991584828	−3.2939735
hsa-miR-198	−1.093894689	−3.6338395
hsa-miR-150	−1.101782879	−3.6600435
hsa-miR-298	−1.380653455	−4.5864315
hsa-miR-31	−1.437412058	−4.7749795
hsa-miR-548d-5p	−1.595658108	−5.3006615
hsa-miR-758	−1.604303389	−5.3293805
hsa-miR-218	−2.346829094	−7.7959975

Only microRNA with log_10_ RQ values greater than 1.12 and less than −0.60 are represented in the table for space considerations. The entire data set is included in the supplementary data (Data File S1) The microRNA expression values are noted as MCF7VP compared to MCF7, Log10RQ values are equivalent to log of fold expression.

### Gene Expression Profiling and Enrichment Analysis Reveals Differences in Gene Expression between the Drug Resistant and Drug Sensitive MCF7 Cells

In order to obtain a complete picture of the differences in expression levels between the drug resistant and drug sensitive cell lines, gene expression profiling was carried out using Affymetrix HG-U133 Plus 2.0 arrays and the arrays were run in triplicate which is the industry standard for microarray data. 

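The arrays compared MCF7, an estrogen receptor-positive breast cancer cell line that is sensitive to etoposide, with MCF7VP, its etoposide resistant counterpart, on 3 arrays for each cell line. According to the paper MCF7VP cells were cultured in 4 µM etoposide and no etoposide is named for MCF7, whereas the labels of the deposited samples give 4 µM for both lines. The labels call the MCF7 arrays technical and the MCF7VP arrays biological replicates, and the paper calls the replicates technical, so that the p-values measure the spread between arrays, which may be technical. The authors normalized the arrays with RMA, which gives 1 log2 value for each probe set. The values used here were these deposited log2 values of 54613 probe sets, with 62 control probe sets left out. No value was under 5 and 64.9% to 65.4% of the values of an array were exactly 5, so a floor of 5 had been set. A total of 33666 probe sets (61.6%) were at the floor on all 6 arrays, where no level can be read, and the other 20947 were tested. Where a line had an array at the floor, its level is an upper bound and the fold change is given as "at least". The lines were compared with limma's moderated test and Benjamini-Hochberg adjustment. A line with all its arrays at the floor shows no spread, so the p-value then rests on the spread of the other line and understates the uncertainty. For 797 probe sets MCF7 was wholly at the floor and MCF7VP wholly above it, and for 560 the reverse held. Each gene was represented by its probe set with the highest mean over the 6 arrays, which left 10584 genes above the floor on at least 1 array and 9191 at the floor on all of them. A gene symbol was given for 41091 probe sets, several symbols for 1801 and none for 11721. Among the 17190 probe sets above the floor on all arrays, at most 1 differed more than 2-fold between 2 arrays of the same line, and 763 to 857 did between arrays of different lines. The control probe sets differed between the lines as well. The value of the 3′ actin control minus that of the 5′ actin control was 0.60 ± 0.04 (SD, n = 3 arrays) in MCF7 and 1.58 ± 0.08 (SD, n = 3) in MCF7VP, and for GAPDH it was 0.10 in MCF7 and 0.18 in MCF7VP. The 10 measured poly(A) controls, bacterial transcripts added to the RNA, were higher on the MCF7VP arrays by a median of 1.29 on the log2 scale, and the 18 hybridization controls by a median of 0.14. These differences run along with every comparison of the lines.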

The data was RMA normalized and analyzed with Partek Genomics Suite. The top 5000 differentially expressed genes (≥2 fold change, P<0.05) are displayed as a heat map (Fig. 4A). 

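More genes were higher than lower in the MCF7VP cells. Of the 20947 probe sets tested, 1037 changed at least 2-fold at an adjusted p under 0.05 from limma, 772 of them higher and 265 lower in MCF7VP. Counted by gene, 463 were higher and 121 lower. The genes with large rises included MICB, a ligand of an activating receptor of natural killer cells, which was 8.23-fold higher, and the septin SEPTIN10, which was at least 8.80-fold higher. FHL2, a LIM domain protein, was 6.57-fold higher. Among the genes that fell, RCN1, a calcium-binding protein of the endoplasmic reticulum, was 8.05-fold lower and S100A14, a member of the S100 family of calcium-binding proteins, 5.43-fold lower. The growth factor midkine (MDK) was at least 8.31-fold lower. The transcription factor BCL11B was at least 6.71-fold, the cell adhesion molecule ALCAM at least 6.69-fold and BTBD6 at least 6.52-fold lower. The adjusted p from limma was 6.88e-09 for MICB and 1.93e-08 for RCN1. Without a fold threshold 14232 probe sets passed the test, 8310 higher and 5922 lower, and in 72.1% of the probe sets the 3 arrays of 1 line lay above those of the other, where chance gives 10%. The split between higher and lower moved with the scaling of the arrays. It was 596 higher and 389 lower after quantile normalization was applied again, and 575 higher and 389 lower after each array was centred on the probe sets above the floor on all arrays, an alternative chosen after seeing the data.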

Twenty-nine genes have greater than 10-fold higher expression in the MCF7VP cell line (Table 2) including *ABCC1* and *ABCC6*, confirming our earlier TaqMan assay results. In addition, the data revealed that topoisomerase 2 (*TOP2A*), which is a target of etoposide, was down-regulated in the MCF7VP cells (The entire data set is deposited in GEO: GEO accession no. GSE28415).

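The transcripts more than 10-fold higher in MCF7VP cells belonged to 10 named genes and to 3 probe sets for which no gene name was given, 16 probe sets in all. ABCC1, the efflux pump MRP1, rose from 8.16 ± 0.03 (SD, n = 3 arrays) in MCF7 to 11.85 ± 0.02 (SD, n = 3) in MCF7VP on the log2 scale by its brightest probe set, a 12.9-fold rise (log2 fold change 3.69, standard error 0.03, adjusted p = 2.54e-09 from limma). By its other probe set ABCC1 was at least 11.1-fold higher. The serine protease PRSS23 was 15.5-fold higher by 1 probe set and 7.84-fold higher by its brightest. AGR2, a protein disulfide isomerase of the endoplasmic reticulum, was 15.1-fold higher and GDF15, a stress-induced cytokine of the TGF-β superfamily, 12.9-fold. MARF1, an RNA-binding protein, rose 15.3-fold, ATRNL1 rose 13.2-fold and NDE1, a centrosomal partner of dynein, 11.5-fold. QPRT, an enzyme of NAD synthesis, was at least 12.4-fold higher, and SERPINA3, a secreted protease inhibitor, at least 10.1-fold. The matrix Gla protein MGP was also among the 10. No probe set was named for ABCC6 in the annotation used here, so ABCC6 was not analysed. Of the probe sets without a name, 1 that was singled out after its values were seen rose at least 14.9-fold, from the floor in MCF7 to 8.90 ± 0.01 (SD, n = 3) in MCF7VP. In the other direction SLC6A14, an amino acid transporter, was at least 10.6-fold lower and the zinc finger protein ZNF22 at least 10.2-fold lower in MCF7VP. Of the genes, 9 were more than 10-fold higher when each was represented by 1 probe set. With the mean of all its probe sets, also those at the floor on all arrays, 2 were.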

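TOP2A, the topoisomerase that etoposide traps on DNA, was lower in MCF7VP cells. By its brightest probe set its level was 10.34 ± 0.04 (SD, n = 3 arrays) in MCF7 and 8.92 ± 0.10 (SD, n = 3) in MCF7VP, which is 2.67-fold lower (log2 fold change -1.42, standard error 0.06, adjusted p = 5.77e-07 from limma). By another probe set it was 2.41-fold lower, and the last of its 3 was at the floor on all arrays. The other isoform, TOP2B, named here after its values were seen, had a log2 fold change of -0.06 (standard error 0.06, adjusted p = 0.367). Of 14 measured genes of topoisomerases and the repair of topoisomerase adducts, 4 were higher and 5 lower, 3 and 7 after centring on the probe sets above the floor on all arrays (adjusted p = 0.718 from camera, limma's gene set test). The mitochondrial topoisomerase TOP1MT was 1.42-fold higher. TDP1, which removes topoisomerase 1 from DNA, was 1.28-fold higher by its brightest probe set, but its log2 fold change was -0.16 when only probe sets with a plain _at suffix were used. TOP2A is itself expressed in G2 and mitosis, and other genes of these phases were lower too, most of them by much less. Of 63 measured genes of mitosis and G2, TOP2A included, 39 were lower and 10 higher in MCF7VP (the same when adjusted over the list alone, and 46 and 2 after centring). The median log2 fold change of the list was -0.23, and only 2 members, UBE2S and TOP2A, were at least 2-fold lower. The adjusted p of the list was 3.22e-06 from camera, and 0.311 with an estimated correlation between genes. UBE2S, a ubiquitin-conjugating enzyme that works with the anaphase-promoting complex, was 3.61-fold lower. AURKB and INCENP, members of the chromosomal passenger complex, were 1.87-fold and 1.78-fold lower. Of 60 measured genes of G1/S and DNA replication, 23 were higher and 21 lower, and 12 higher and 30 lower after centring (adjusted p = 0.251 from camera). MCM7, a subunit of the replicative helicase, was 2.13-fold lower, POLE 1.80-fold lower and ORC3 1.97-fold higher. Of 54 measured genes of double-strand break repair, 20 were higher and 12 lower (19 and 12 adjusted over the list alone), and 16 higher and 22 lower after centring (adjusted p = 0.889). FANCF was 2.07-fold higher, the nuclease MRE11 1.76-fold higher and the histone H2AX 1.96-fold lower. From the lower level of TOP2A, also measured by qRT-PCR, the paper proposes that MCF7VP cells may circumvent etoposide by lowering its target.

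**Figure D1:**
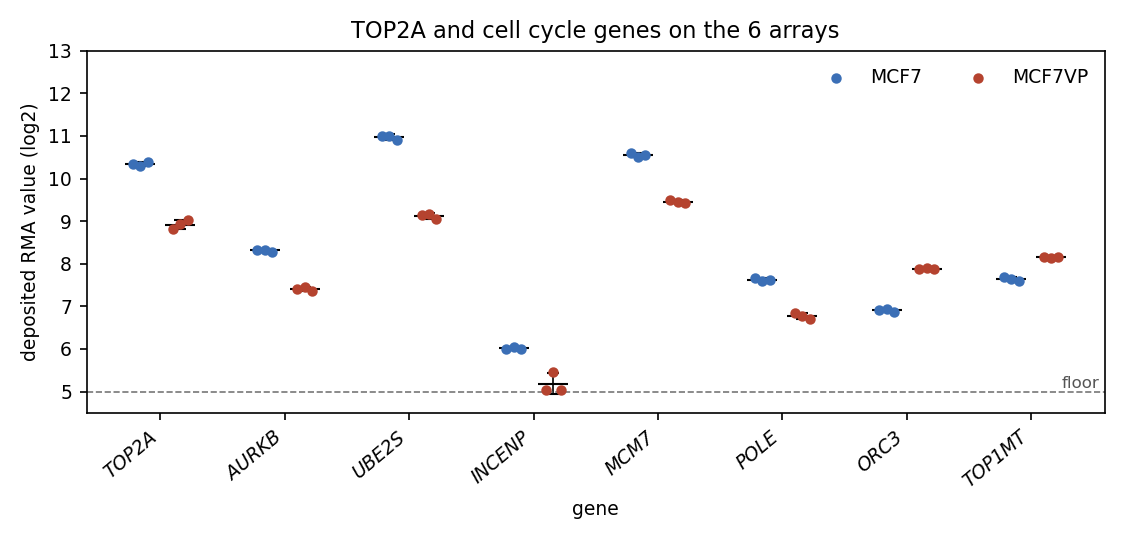
Deposited RMA values (log2) of 8 genes on the 3 MCF7 arrays (blue points) and the 3 MCF7VP arrays (red points), with the mean (long bar) and SD (error bar) of each line and the floor of 5 as a dashed line. TOP2A, AURKB, UBE2S, INCENP, MCM7 and POLE were lower on every MCF7VP array than on every MCF7 array, and ORC3 and TOP1MT were higher.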

**Figure 4:**
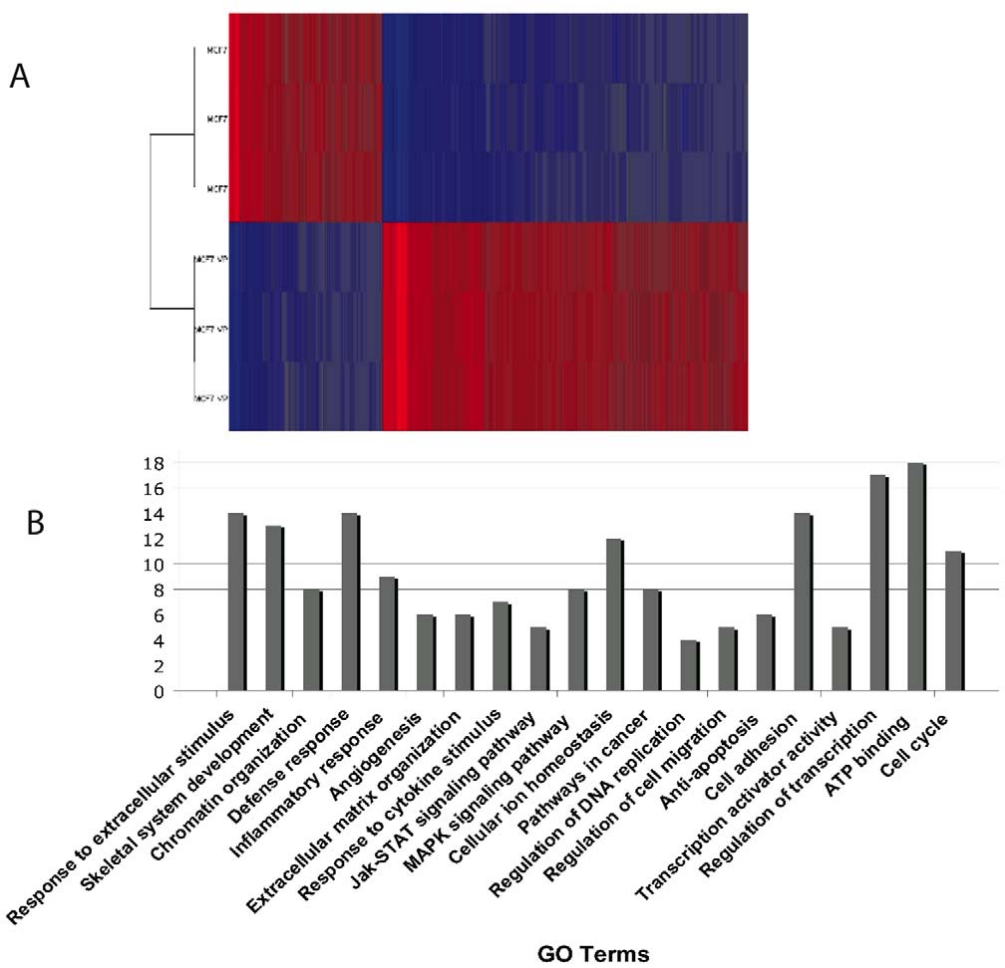
Gene expression microarray data and GO analysis revealed differential gene expression between MCF7 & MCF7VP cell lines. Figure 4A. Heatmap depicting differential gene expression in etoposide resistant and etoposide sensitive MCF7 cells using Affymetrix U133 arrays (>2fold change in expression, p<0.05). Up-regulated genes depicted in red, down-regulated genes in blue (see color bar). Fig. 4B. DAVID analysis of microarray data depicting the number of genes expressed in different cellular mechanisms and pathways (Top 219 genes, p<0.05).

**Table 2:** Correlated copy number and gene expression data.

	Copy Number		Gene Expression	
Gene	Description	p-value	Fold change	p-value
ABCC6	Amplification	0	46.1391	4.31E-06
DKFZp686O24166	Amplification	0	25.2634	1.28E-05
ABCC1	Amplification	9.53E-44	12.89	6.48E-09
NDE1	Amplification	0	11.97	2.72E-09
C16orf63	Amplification	0	9.24178	4.94E-08
IFI6	Amplification	1.31E-09	8.0305	0.000896424
MAFF	Amplification	1.02E-11	6.65262	3.28E-05
FHL2	Amplification	0	6.57373	4.75E-07
PLA2G16	Amplification	1.43E-11	6.47037	1.27E-06
FAM134B	Amplification	7.00E-34	6.45717	1.93E-06
ANKRD57	Amplification	0	6.36357	1.14E-05
UBE2L6	Amplification	0.000104829	6.15093	2.98E-05
GHR	Amplification	0	5.06414	3.09E-06
ODZ3	Deletion	0	−9.0704	3.88E-05
OAT	Deletion	1.15E-26	−6.32636	1.42E-06
GTF2I	Deletion	1.50E-07	−6.05823	1.46E-05
ZNF829	Deletion	0	−5.49106	0.000354608
SEPT11	Deletion	5.48E-06	−5.19448	0.000214344

### Functional Analysis of the Microarray Data Predicted Several Possible Pathways of Etoposide Resistance

Gene Ontology (GO) analysis of the microarray data revealed a number of gene clusters that could be associated with drug resistance. DAVID, an annotation and integration tool, was used to explore the differentially expressed genes (top 219 genes, p<0.05) in etoposide-sensitive and resistant cell lines. We identified possible indicators in pathways that might be associated with drug resistance including extra-cellular matrix (ECM) organization, JAK-STAT signaling pathway, MAP kinase signaling pathway, and ATP binding (Fig. 4B). GSEA (Gene Set Enrichment Analysis) validated that genes involved in the JAK-STAT pathway (Fig. 5A), MAP Kinase pathway (Fig. 5B), and ECM constituents (Fig. 5C) were enriched in the drug resistant cells. 

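Members of the JAK-STAT pathway, of the ECM and of MAP kinase signaling were more often higher than lower in MCF7VP cells, as were all genes that passed the test. Of 61 measured genes of JAK-STAT signaling, 38 were higher and 12 lower at an adjusted p under 0.05 from limma, and 32 and 14 after each array was centred on the probe sets above the floor on all arrays. The interleukin 13 receptor chain IL13RA1 was 3.03-fold higher, LIFR, the receptor of leukemia inhibitory factor, was at least 2.97-fold higher and the cytokine IL20 was 2.75-fold lower. Of 127 measured genes of MAP kinase signaling, 55 were higher and 31 lower, and 47 higher and 42 lower after centring. RASGRP1, an activator of RAS, was at least 4.66-fold higher and the stress-induced gene GADD45A 3.33-fold higher, while the receptor FGFR4 was 2.98-fold lower and the calcium channel subunit CACNA2D1 at least 3.33-fold lower. Of 30 measured structural constituents of the ECM, 17 were higher and 7 lower (15 and 7 after centring). COL18A1, a basement membrane collagen, was 3.72-fold higher. This list holds COL3A1, COL12A1, FN1 and MGP, which the study named on these samples. These counts were the same when adjusted over each list alone. Many members could not be read, with 60 JAK-STAT, 53 MAP kinase and 65 ECM genes at the floor on all arrays. Tested against all other genes with camera, the adjusted p was 0.0892 for JAK-STAT, 0.795 for MAP kinase and 0.251 for ECM constituents, and 0.376, 0.899 and 0.399 with an estimated correlation between genes. In fgsea, which ranks genes by signal to noise as GSEA does, it was 0.0201 for JAK-STAT, 0.29 for MAP kinase and 0.00138 for ECM constituents. Because genes and not arrays are permuted in fgsea, correlated genes make its p too small. The lists here were written by hand and are not the gene sets of the paper's GSEA, so these values do not repeat its test.

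**Figure D2:**
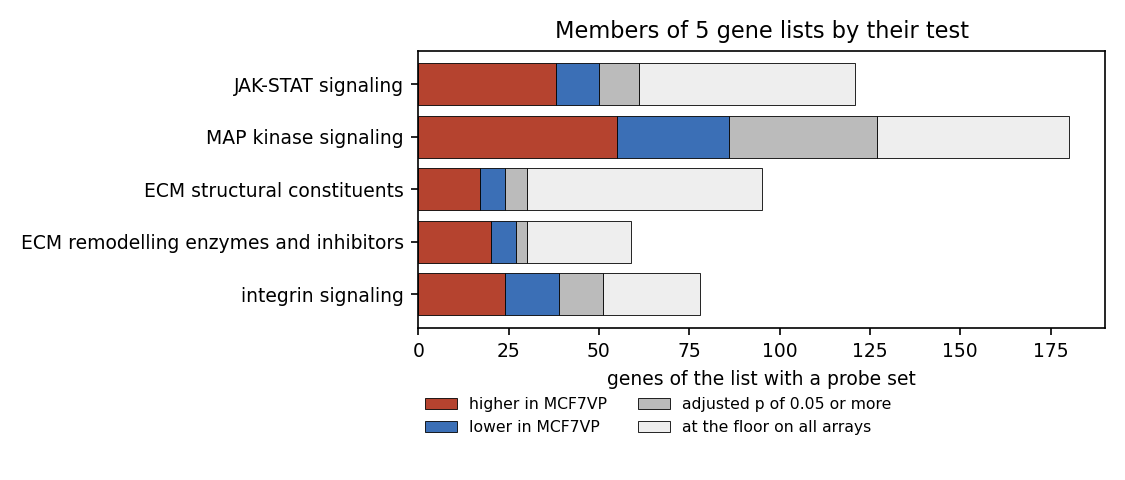
Number of genes with a probe set (horizontal axis) in 5 gene lists, split into higher in MCF7VP (red), lower in MCF7VP (blue), an adjusted p of 0.05 or more (gray) and at the floor on all arrays (light gray). The red part is longer than the blue part in each list, with 38 against 12 genes for JAK-STAT signaling and 24 against 15 for integrin signaling, where it was 17 against 18 after centring.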

We also found that extra-cellular matrix (ECM) genes are upregulated in etoposide resistant cells. The extra-cellular matrix primarily provides support to animal cells and tissues. 

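Genes of the ECM and of the enzymes that remodel it were mostly higher in MCF7VP cells among those that changed. Of the 24 structural constituents that passed the test, 70.8% were higher, and of the 27 remodelling enzymes and inhibitors that passed it 74.1%. Of all 7563 genes that passed, 62.1% were higher. The study named COL3A1, COL12A1, FN1 and MGP of the structural list on these samples, so its share is not independent evidence. HPSE, the heparanase that cuts heparan sulfate, was 3.04-fold higher and the metalloproteinase inhibitor TIMP1 2.74-fold. The membrane proteases ADAM10 and MMP16 were 2.35-fold and 2.30-fold higher. The remodelling list had 30 measured genes, 20 higher and 7 lower (the same adjusted over the list alone, and 16 and 8 after centring the arrays), and an adjusted p of 0.142 from camera. That p was 0.0104 when only probe sets with a mean of at least 6 in 1 line were kept, and 0.376 with an estimated correlation between genes.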

Analysis showed that over 66% of extra-cellular region genes are up-regulated in the MCF7VP cells (Fig. S2). These genes include: collagens (particularly collagen type 3A1 and collagen type 12A1), fibronectin and matrix-gla protein, which are involved in remodeling of the ECM. 

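COL3A1, COL12A1, fibronectin and matrix Gla protein transcripts were higher in MCF7VP cells. MGP, an inhibitor of calcification in the matrix, rose from 5.14 ± 0.10 (SD, n = 3 arrays) to 8.64 ± 0.10 (SD, n = 3), an 11.3-fold rise (adjusted p = 2.69e-08 from limma). COL3A1, the chain of type III collagen, was at the floor on all MCF7 arrays and at 8.27 ± 0.05 (SD, n = 3) in MCF7VP, so that it was at least 9.62-fold higher (adjusted p = 5.23e-09). COL12A1 was also at the floor in MCF7 and reached 5.95 ± 0.05 (SD, n = 3) in MCF7VP, at least 1.93-fold higher (adjusted p = 6.28e-07). Fibronectin (FN1) was at 5.61 ± 0.14 (SD, n = 3) in MCF7 and 7.04 ± 0.05 (SD, n = 3) in MCF7VP, 2.70-fold higher (adjusted p = 1.68e-06). Not every collagen rose, since COL1A1, a chain of type I collagen named here after its values were seen, was 1.38-fold lower (adjusted p = 1.84e-04). Some probe sets of these genes showed no level. Of 5 probe sets of COL3A1, 2 were at the floor on all arrays, as were 3 of 5 for COL12A1. So were 3 of 7 for FN1 and 1 of 2 for MGP. Other probe sets of COL3A1 were at least 4.72-fold and, near the floor, at least 1.03-fold higher (adjusted p = 0.406 from limma). The mean of all probe sets, pulled toward 0 by those at the floor, was 2.16-fold higher for COL3A1 and 1.16-fold for COL12A1. It was 1.94-fold higher for FN1 and 3.36-fold for MGP.

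**Figure D3:**
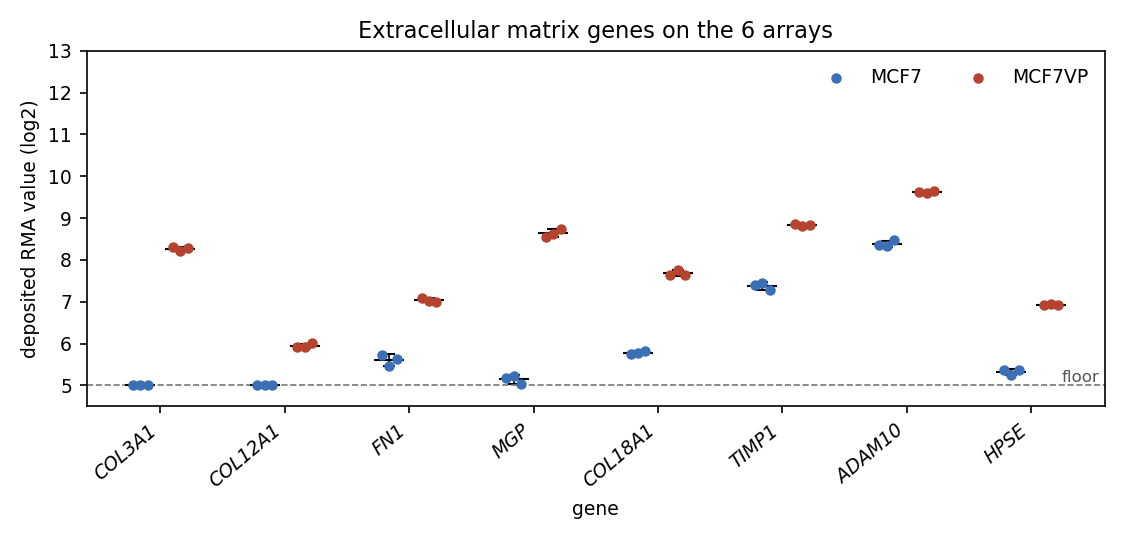
Deposited RMA values (log2) of 8 ECM genes on the 3 MCF7 arrays (blue points) and the 3 MCF7VP arrays (red points), with the mean (long bar) and SD (error bar) of each line and the floor of 5 as a dashed line. All MCF7VP arrays lie above all MCF7 arrays for each gene, and COL3A1 and COL12A1 lie on the floor in MCF7.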

Some studies have shown that the ECM may mediate drug resistance by either disrupting integrin signaling or by the formation of an actual physical barrier by remodeling of the ECM [12] however, very little is known about this mode of drug resistance. IPA analysis validated that integrin signaling was one of the pathways upregulated in the microarray dataset (Fig. S3). In addition, we validated the fact that *TOP2A* gene was down-regulated using qRT-PCR, which showed that the gene expression of *TOP2A* was decreased by 2.1 fold in the MCF7VP cell line (Fig. 5D). This may be indicative of a possible modulation of drug resistance through the downregulation of TOP2A where the MCF7VPcells may circumvent drug sensitivity by down-regulating the drug target – in this case Topoisomerase 2A.

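Genes of integrin signaling changed in both directions. Of 51 measured members, 24 were higher and 15 lower in MCF7VP cells (the same adjusted over the list alone). CAPN2, a protease that cuts focal adhesion proteins, was at least 4.22-fold higher (adjusted p = 1.15e-08 from limma). PTK2, the focal adhesion kinase, was 1.95-fold higher and the small GTPase RHOC 1.90-fold higher. FERMT1, a kindlin that activates integrins, was at least 2.98-fold lower (adjusted p = 2.94e-07). The list had an adjusted p of 0.889 from camera. After each array was centred on the probe sets above the floor on all arrays, 17 members were higher and 18 lower, so the balance of the list turned with the scaling. The pathway analysis of Fig. S3 used a program and gene set that were not used here.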

**Figure 5:**
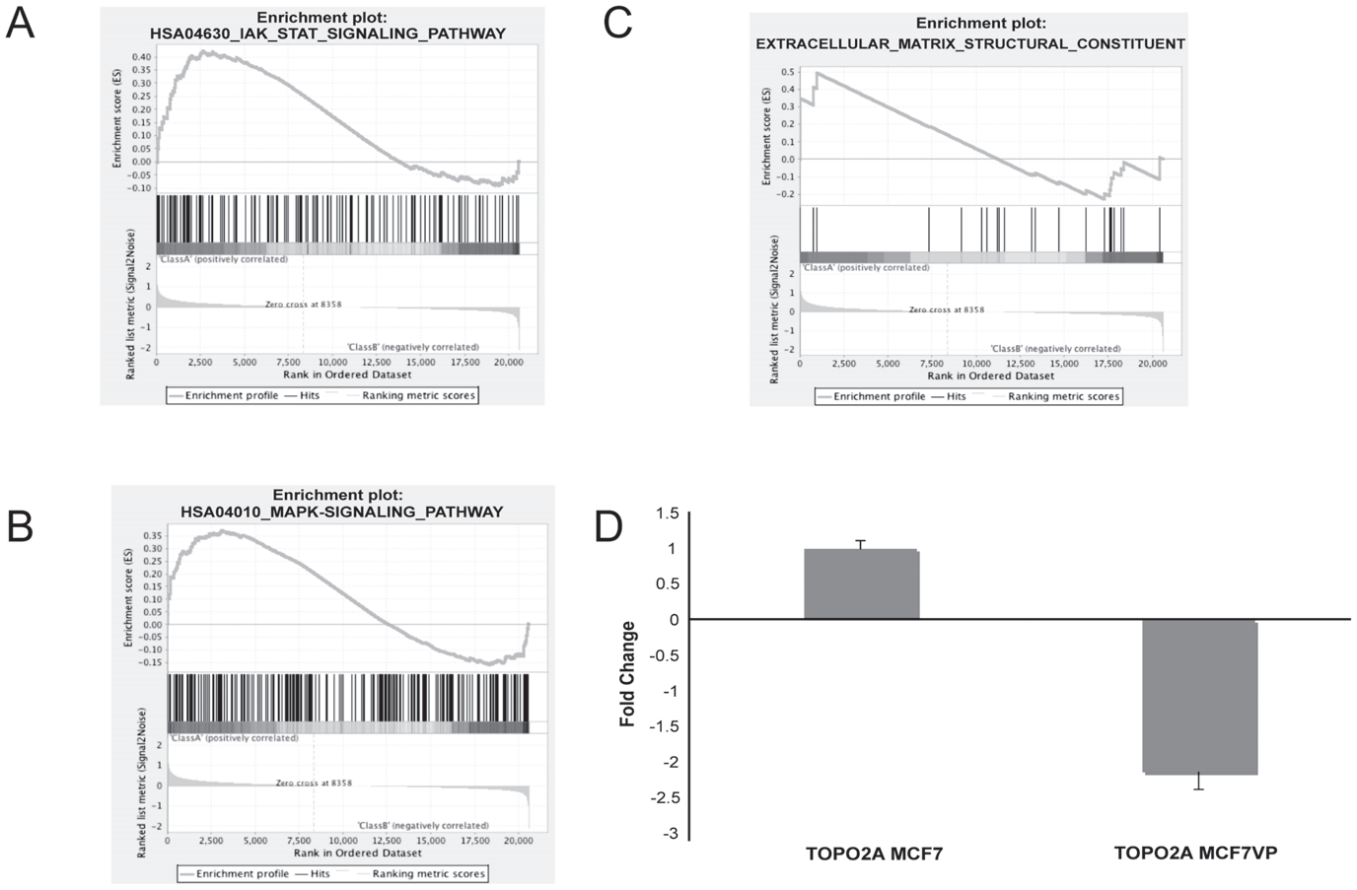
GSEA analysis of microarray data showing enrichment of the JAK-STAT and MAP Kinase pathways and upregulation of ECM structural component genes along with qRT-PCR validation of the down-regulation of topoisomerase 2 gene expression in MCF7VP cells. Fig. 5A. Gene set enrichment analysis of microrray data depicting the enrichment of genes in the JAK-STAT signaling pathway. The GSEA software was used to calculate the enrichment levels. Fig. 5B. Gene set enrichment analysis of microrray data depicting the enrichment of genes in the MAP kinase signaling pathway. The GSEA software was used to calculate the enrichment levels. Figure 5C. Gene set enrichment analysis depicting enrichment of ECM (extra-cellular matrix) genes in MCF7VP cells. The GSEA algorithm was used to calculate the enrichment levels. Figure 5D. Down-regulation of TOPO2A (the drug target of etoposide) in MCF7VP cells. The microarray data was validated by qRTPCR as depicted in the bar chart which shows differences in fold change.

### Copy Number Analysis Identified Differences in Copy No. of Genes between the MCF7 and MCF7VP Cell Lines

As expected, the number of copy number changes detected with the Affymetrix 6.0 chip varied greatly between the 2 cell lines. Numerous amplifications and deletions were detected on chromosomes in the MCF7VP cells when compared to the baseline of the parental MCF7 cells (Table 2). The copy number analysis was further verified by analyzing loss of heterozygosity (LOH) of the SNPs on different chromosomes. LOH is a form of allelic imbalance that can result from the complete loss of an allele or from an increase in copy number of one allele relative to the other. We compared the copy number analysis with the gene expression data and found the both *ABCC6* and *ABCC1* were amplified in the chromosomal DNA and also at the RNA level. 

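The genes on both sides of ABCC1 on chromosome 16 were higher in MCF7VP cells as well. In the gene order of GRCh38.p14, ABCC1 lies between CEP20 and NOMO3 among the measured genes, with NDE1 and MARF1 before CEP20. NDE1 rose from 8.38 ± 0.02 (SD, n = 3 arrays) to 11.91 ± 0.04 (SD, n = 3), a log2 fold change of 3.52 (standard error 0.03, adjusted p = 2.69e-09 from limma). The log2 fold change was 3.94 for MARF1, 2.85 for CEP20 and 2.30 for NOMO3. Directly before MARF1, BMERB1 was at the floor in MCF7 and had a log2 fold change of at least 0.93, and directly after NOMO3, PKD1P1 had one of 1.17 (adjusted p = 2.86e-06). NPIPA1, further out, had one of 1.30 (adjusted p = 3.81e-07). NOMO3, PKD1P1 and NPIPA1 have near-identical copies, so their probe sets may read these too. The other genes nearby moved less and in both directions, and those given here were chosen after their values were seen. ITPRIPL2 had a log2 fold change of 0.70. MPV17L, beside BMERB1, had one of -0.59 and RRN3 one of -0.21, and on the other side XYLT1 was at the floor in MCF7VP, so that its log2 fold change was -0.09 or lower (adjusted p = 0.0635), RPS15A had one of -0.03 (adjusted p = 0.436) and COQ7 one of -0.53. Of 17 measured neighbours of ABCC1 and ABCC6 on 16p13.1, 10 were higher and 4 lower (the same adjusted over the list alone, and 9 and 6 after centring the arrays). The list, which holds NDE1 and CEP20 of Table 2, had an adjusted p of 0.251 from camera. ABCC6 was not analysed, and the copy number arrays were not used here.

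**Figure D4:**
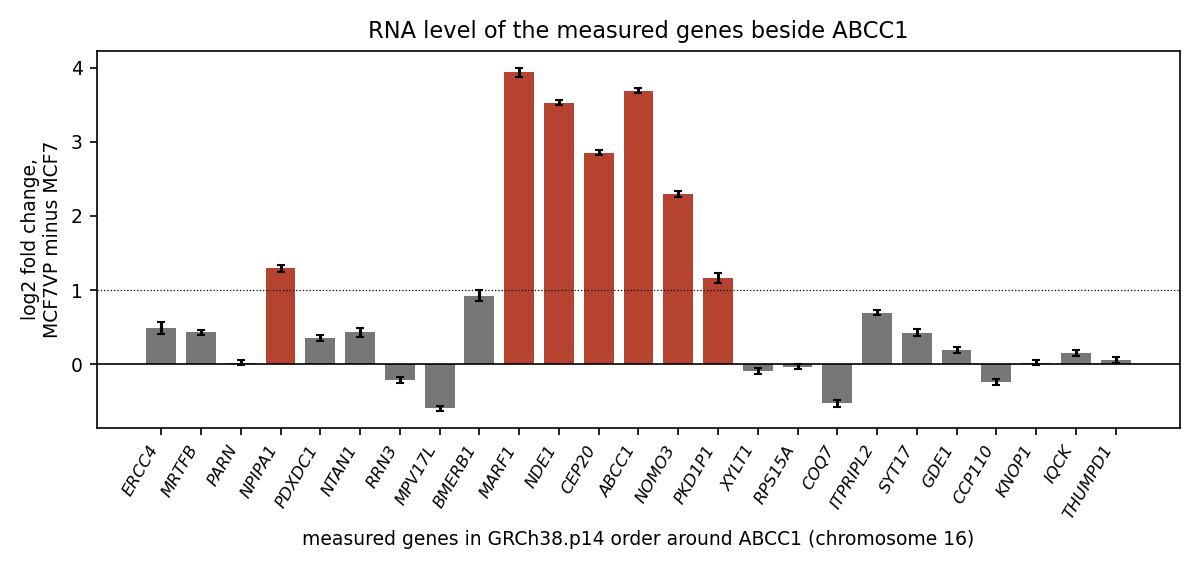
Log2 fold change, MCF7VP minus MCF7 (vertical axis), of the 25 measured genes in GRCh38.p14 order around ABCC1 (horizontal axis). Bars give the fitted change and error bars its standard error, red bars passed the test with at least a 2-fold rise, gray bars did not, and the dotted line marks a 2-fold rise. The 5 bars from MARF1 to NOMO3 lie between 2.30 and 3.94, and those of NPIPA1 and PKD1P1 also pass the dotted line.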

The *GHR* gene or growth hormone receptor involved in various signal transduction pathways (eg;cellular growth) was also up-regulated at both DNA and RNA levels (Table 2). 

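GHR was at the floor on all 3 MCF7 arrays and at 6.97 ± 0.05 (SD, n = 3 arrays) in MCF7VP cells, at least 3.91-fold higher (adjusted p = 2.04e-08 from limma). The array has 1 named probe set for GHR.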

The *MAFF* oncogene which is thought to be associated with cellular stress was upregulated and showed an increase in copy number. 

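MAFF, a small MAF transcription factor, has 2 probe sets on the array, and both were at the floor of 5 on all 6 arrays. No level of MAFF could therefore be read in MCF7 or in MCF7VP cells, and no fold change is given. The floor does not show that MAFF was absent or unchanged.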

A Circos plot was generated incorporating differential gene expression and loss of heterozygosity (Fig. 6).

**Figure 6:**
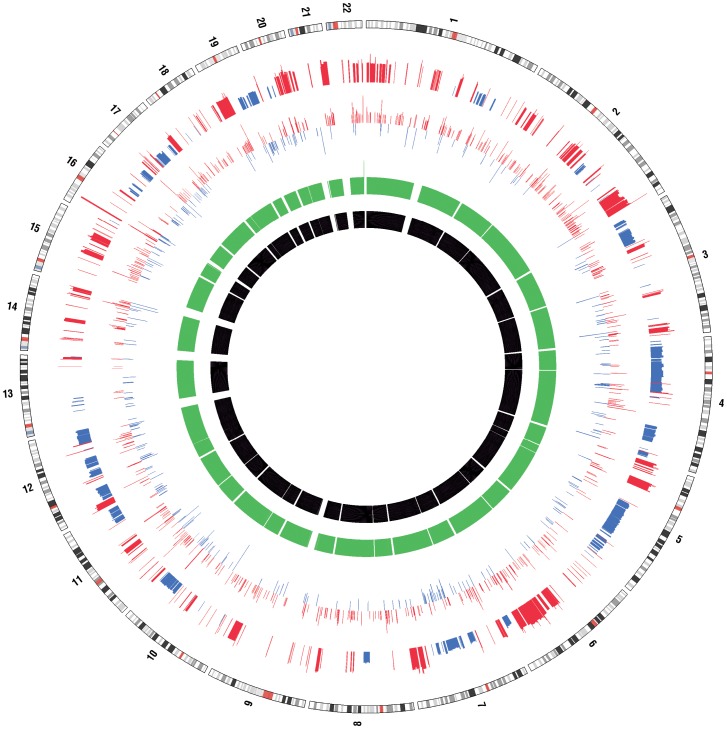
Circos plot incorporating differential gene expression and LOH. Chromosome numbers and bands are identified in the outer-most ring. Other tracks from outer to inner represent: amplifications (red) and deletions (blue) in MCF7VP compare to MCF7 using Affy 6.0 SNP data (Partek); differential expression (p<0.05) between MCF7 and MCF7VP (AffyU133), ln(MCF7/MCFVP) values plotted; LOH in MCF7 derived from Affy 6.0 SNP data (green); LOH in MCF7VP derived from Affy 6.0 SNP data (black).

## Discussion

In this study we have described gene and miRNA indicative of resistance in the MCF7VP etoposide-resistant breast cancer cells. Gene expression data and copy number analysis (Table 2) revealed that the transporter genes *ABCC1* and *ABCC6* are significantly up-regulated in MCF7VP cells. It has been previously found that the transfection of MRP1/ABCC1 expression vectors into HeLa cells resulted in these cells becoming moderately cross-resistant to several drugs including etoposide [13] and that *ABCC6* transfected Chinese hamster ovary (CHO) cells show a low level of resistance to etoposide [14]. Our findings are consistent with these studies. However, we did not observe significant up-regulation of other ABC transporters including *ABCB1* or *ABCC3* [15] that are thought to be associated with etoposide resistance. It was recently shown that *ABCC6* was five-fold up-regulated in gemcitabine resistant A549 non-small cell lung cancer cells [16] suggesting that it also may be a factor in influencing gemcitabine resistance.

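Besides ABCC1, several ABC transporters were higher in MCF7VP cells, and many could not be read. Of 44 ABC transporter genes with a probe set, 20 were at the floor on all arrays, and of the other 24, ABCC1 included, 13 were higher and 3 lower in MCF7VP cells (the same adjusted over the list alone, and 10 and 4 after centring the arrays). ABCA12, a lipid transporter, was at least 2.27-fold higher and ABCG1, a cholesterol transporter, at least 2.01-fold. ABCG2, the breast cancer resistance protein, rose from 7.34 ± 0.04 (SD, n = 3 arrays) to 8.23 ± 0.09 (SD, n = 3), a 1.85-fold rise (adjusted p = 3.32e-06 from limma). Both probe sets of ABCB1, the gene of P-glycoprotein, were at the floor on all 6 arrays. ABCC3 was near the floor, at 5.12 ± 0.04 (SD, n = 3) in MCF7 and 5.22 ± 0.05 (SD, n = 3) in MCF7VP, with a log2 fold change of 0.10 (adjusted p = 0.0583). ABCC3 passed the test without MCF7VP replicate 3 (adjusted p = 0.0473), with the mean of its probe sets (0.0364) and with its probe set of largest change (0.00229). Rises also outnumbered falls over all genes, with 62.1% of the 7563 genes that passed the test higher. The list of transporters had an adjusted p of 0.149 from camera.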

It has been previously reported that Hsa-miR-326 can target *ABCC1* 3′UTR [17] in MCF7VP cells and accordingly we found that this miRNA was down-regulated in the etoposide resistant cells when compared to the sensitive cells (Data File S1). Other transporters such as ABCB1 (P-gp) are known to be regulated by microRNA. It was previously found that antagomirs of hsa-miR-451 and 27a can target *MDR1* in A2780DX5 cells [18]. Taken together, this suggests that microRNA’s and their antagomirs could be used to modulate the expression of ABC transporters.

We also found a set of extra-cellular matrix genes were up-regulated in the etoposide resistant cells. It has been proposed that the extra-cellular matrix may be an important factor in contributing to drug resistance either by the disruption of integrin signaling or by the formation of an actual physical barrier achieved by remodeling of the ECM, [12] however, very little is known about this particular mode of drug resistance. Currently there is scant evidence to support the role of ECM in drug resistance, but our findings suggest that this may be a valid factor in etoposide resistance.

Finally, we found that the copy numbers of both *ABCC1* and *ABCC6* were increased significantly in the MCF7VP cell line and this data correlated well with our gene expression data (Table 2). 

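The RNA level of the genes in Table 2 moved in the direction of the copy number change given there. Of its 18 genes, 16 had a level on the arrays. The 11 genes given as amplified were all higher and the 5 given as deleted all lower in MCF7VP cells, each at an adjusted p under 0.05 from limma. PLAAT3, a phospholipase, was 6.47-fold and RETREG1, a receptor of endoplasmic reticulum autophagy, 6.37-fold higher, and UBE2L6, an enzyme that conjugates the ubiquitin-like protein ISG15, was at least 4.55-fold higher. SOWAHC was 7.33-fold higher, the interferon-induced gene IFI6 at least 6.35-fold, with 2 of 3 MCF7 arrays at the floor, and NCR3LG1 at least 5.43-fold. OAT, the ornithine aminotransferase, had a log2 fold change of -2.66 and the transcription factor GTF2I, which has near-identical copies, one of -2.60, SEPTIN11 was 3.82-fold lower, TENM3 at least 3.05-fold and ZNF829 at least 1.82-fold lower. With the mean of a gene's probe sets, some of them at the floor, PLAAT3 was 2.54-fold and RETREG1 2.53-fold higher and SEPTIN11 1.75-fold lower. The study chose these genes on the same samples, so the list is not independent evidence of its direction. Camera gave an adjusted p of 9.99e-07 for the amplified and 1.63e-04 for the deleted genes, and 0.112 and 0.284 with an estimated correlation. By whole chromosome the shifts were small. The median log2 fold change of the genes on a chromosome lay furthest above the median of all placed genes (0.07) on chromosome 21, at 0.27 over 118 genes, and furthest below it on chromosome 17, at -0.10 over 649 genes. Both had a permutation p of 1e-05, the smallest that 100000 resamples of genes can give, and 18 of 23 chromosomes passed after Benjamini-Hochberg adjustment. These permutations describe the 6 arrays only. From copy number differences in several genes that for the most part went with the expression data, the paper proposes that changes in gene copy number may activate or down-regulate genes in chemoresistance.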

As expected we found differences in copy number in a several genes between the drug resistant and drug sensitive cell lines which correlated for the most part with the gene expression data (Fig. 6). This would suggest that, along with upregulation of gene expression, alteration in gene copy number may be a mechanism of activating or down-regulating genes in chemoresistance. This was also suggested in a previous study by Yasui et al 2004 [19].

In the current study we identify a number of molecular indictors of etoposide resistance in the MC7VP etoposide resistant cell line. Our work may serve as a model on which to base future investigations of etoposide resistance in diverse cancer cell lines and also in clinical patient samples.

## Materials and Methods

### Cell Lines and Culture Conditions

The MCF7VP (etoposide resistant) cell line was obtained from Rob Robey -originally sourced from Dr. Kenneth Cowan, University of Nebraska Medical Center, NE, USA [20] and was cultured for at least 8 passages in 4 µM etoposide in IMEM with 10% FBS and 1% Penicillin-Streptomycin. The paired MCF7 parental cell line was also cultured in IMEM with with 10% FBS and 1% Pen-Strep. MCF7 was obtained from the DTP (Developmental Therapeutics Program) NCI-Frederick that was also originally sourced from Dr. Cowan [20].

### Cellular Cytotoxicity Assay to Determine Sensitivity to Etoposide

The cellular cytotoxicity kit from Dojindo (Rockville, MD) was used for this assay as per manufacturers instructions.

The cellular cytotoxicity assay allows sensitive colorimetric assays for the determination of cell viability. A highly water-soluble tetrazolium salt, WST-8*, is reduced by dehydrogenase activities in cells to give a yellow-color formazan dye, that is soluble in the tissue culture media. The amount of the formazan dye, generated by the activities of dehydrogenases in cells, is directly proportional to the number of living cells hence the toxicity of etoposide can be determined by measuring absorbance of the formazan dye. Briefly 10,000 cells per well of a 96 well plate were plated and preincubated at 37 degrees C for 24 hrs. after which 100 µl of various concentrations (0–100 µM) of etoposide was added. After 72 hrs incubation 10 µl of CCK8 reagent was added. Two hours later the absorbance was measured at 450 nm. Each experiment was carried out twice and the data pooled. Calculations were carried out with MSExcel and GraphPad prism and R.

### Isolation of Total RNA, Including the miRNA Fraction

RNA was isolated from MCF7 and MCF7VP cells using the mirVana kit from ABI as per manufacturers instructions (Applied Biosystems (ABI), Carlsbad, CA) and analyzed using an Agilent bioanalyzer to determine the quality and quantity of the RNA.

### Reverse Transcription and Running ABC Transporter TLDA (Taqman Low Density Arrays)

The RNA was reverse transcribed into cDNA using the high capacity reverse transcriptase kit (ABI). The cDNA was used to run TLDA- ABC (ATP binding cassette) transporter arrays or individual reactions with the relevant primers on a 7900HT real time PCR machine. The data was analyzed using Microsoft excel and R-Bioconductor to generate heat maps of the ABC array data.

### Conversion of RNA to cDNA and Running miRNA Array

The isolated RNA was converted to cDNA using human miRNA primer pools A & B respectively (ABI) and the cDNA was used to run the real-time reaction in two human miRNA TLDA (Taqman low density array ABI cards version 2.0) on a 7900HT real time PCR machine. The data was imported into the StatMiner software (Integromics) and analyzed using the default settings. We used the appropriate protocols to validate some of the reactions in single-tube reaction mixes to verify expression of miRNA (Applied Biosystems protocol. Part No: 4364031, Rev C 12/2009).

### Reverse Transcription and qRTPCR

The RNA was reverse transcribed into cDNA using the high capacity reverse transcriptase kit from ABI. Briefly, we made a reaction mixture of the following components- 10× rev transcription buffer (10 µl) 25× dNTP’s, (4 µl), 10× random primers (10 µl), multiscribe reverse transcriptase (5 µl), Nuclease Free Water (21 µl) and 30 ng of RNA. The PCR reaction was carried out on a thermal cycler with the following parameters: 25°C for 10 min, 37°C for 120 min, 85°C for 5 min to synthesize the cDNA. The real time reaction was carried out using taqman primers and probes specific for a particular gene. We added 2X Taqman Universal PCR master mix (10 µl) RNAase free water (8 µl), 20X target primers and probes (1 µl), cDNA sample 30 ng in a microfuge tube. This was centrifuged for 1 min at 1000 rpm. The PCR cycle was carried out in a 7900 real time instrument (ABI) under the following conditions: 50°C (2 mins) hold, 95°C (10 mins) hold. Then 40 cycles, 95°C for 15 secs and 60°C for 1 minute. The qRTPCR data was analyzed using RQ manager (ABI).

### Affymetrix U133 plus 2 Arrays

Affymetrix HG-U133 Plus 2.0 arrays were run in triplicates with RNA isolated from MCF7 and MCF7VP cells at the Laboratory of Molecular Technology, Frederick, MD. Briefly, for each technical replicate (3 replicates), 100 ng of total RNA were amplified and labeled using the message amp II-biotin enhanced reagents (Ambion) according to the protocol provided by the supplier. Arrays were hybridized with 11 µg of labeled cRNA, washed, stained, and scanned according to the protocol described in Affymetrix GeneChip Expression Analysis Manual (Fluidics protocol FS450_0001). Arrays were scanned using an Affymetrix GeneChip scanner 7G, the .CEL files for each array was imported into Partek Genomics Suite and normalized using the RMA (Robust Multichip Averaging) algorithm ANOVA was used to determine significantly differentiated probe sets between samples Data was deposited in GEO -accession no. GSE28415, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE28415. Gene ontology (GO) analysis was carried out using DAVID v6.7 [21], [22], gene set enrichment analysis was done with GSEA [23], [24] and pathway maps were constructed with IPA (Ingenuity Pathway Analysis) software. All microarray experiments were done in compliance with MIAME guidelines.

### Determination of DNA Copy Numbers Using the SNP 6.0 Array

We followed the manufacturer’s instructions for the Affymetrix Genome-wide Human SNP array 6.0. A SNP array can be used to generate a virtual karyotype using software to determine the copy number of each SNP on the array and then align the SNPs in chromosomal order. To detect copy number variations genomic DNA from the MCF7 and MCF7VP samples was labeled, fragmented and hybridized to Affymetrix SNP6.0 arrays according to Affymetrix protocols.

### Data Analysis

#### Analysis of miRNA data

The miRNA data obtained was analyzed using the StatMiner software suite (from Integromics) to determine differential expression of miRNA. Briefly, the data was imported into StatMiner, visually inspected for any anomalies, filtered and unexpressed detectors were flagged and the data was normalized with the help of the appropriate endogenous control. We then performed hierarchical clustering to generate heatmaps and also bar charts of the resulting analyzed data to determine miRNA expression profiles both in StatMiner and in R-bioconductor.

#### Analysis of microarray data

Using the gene expression workflow in Partek (Partek® software, version 6.4 Copyright © 2010,Partek Inc., St. Louis, MO, USA,) we converted the .CEL files generated by the Affymetrix data file into.FMT files (which can be later converted to .XLS files) and normalized the files using RMA normalization procedure. We identified differentially expressed genes using ANOVA (analysis of variance) analysis, filter (<2 fold change, p value >0.05) and displayed the data as a heat map and exported to an excel file to create a gene list of differentially expressed genes between the drug sensitive and drug resistant cells.

#### Quantitative Real Time PCR data analysis

Relative quantification of the expression level of each transcript in each sample was calculated using the delta delta CT method in RQ manager (ABI-Prism). Human beta actin was used as the endogenous reference gene.

#### DAVID (v6.7 from NIAID, NIH)

We imported the filtered microarray gene list using affymetrix gene identifiers into the DAVID workflow and conducted a functional annotation clustering analysis. This yielded functional annotation clustering scores for groups of genes to discover enriched functionally related gene groups. This was then compared between the drug sensitive and drug resistant cell lines. Using DAVID gene ontology analysis we also investigated the function of these genes and redirected to relevant literature.

#### GSEA (Broad Institute)

We used GSEA analysis to also calculate gene enrichment scores and also graphically represented these scores. Briefly, we imported the filtered microarray data and ran the analysis using a fixed number of permutations.

#### Copy number data analysis

Paired copy number analysis was performed on DNA from both cell lines with the Partek Genomics Suite, using SNP 6.0 intensity data (Affymetrix ‘.cel’ files) with the DNA of MCF7 used as a reference. Differences were analyzed between the paired samples based on the gene involved and the base pair start and end of the region of change. Changes were described as either amplification (if the average intensity value was over the diploid value of 2) or deletion (if under 2). The genomic segmentation algorithm was used with default parameters to identify regions of amplification or deletion and a t-test was used to assess significance of the regions. The copy number and gene expression data were displayed as a circos plot [25].

## Supporting Information

Figure S1 **Western blot depicting ABCC1and ABCC6 protein expression in MCF7 and MCF7VP cells.** The blot shows expression of ABCC1 and ABCC6 proteins in MCF7VP cells compared to parental MCF7 cells. Antibodies used were, ABCC1- Primary antibody: MRPm5 (Abcam), secondary antibody: Anti-mouse IgG whole (Sigma). ABCC6- Primary antibody: MRP6 (Santa Cruz), secondary antibody: Goat anti-rabbit IgG-HRP (Santa Cruz). Beta actin- Primary antibody: Beta-actin A4700 (Sigma), secondary antibody: IgG (mouse), Cell Signaling. Western blotting was carried out by standard methods.
(EPS)

Figure S2 **Forest plot of MCF7VP vs MCF7 cells**. The figure depicts over 66% upregulation of extracellular region genes (among others). The plot was constructed using Partek genomics suite.
(EPS)

Figure S3 **Ingenuity Pathway Analysis (IPA).** The figure shows a bar graph demonstrating up-regulation of genes in numerous pathways in the MCF7VP cell line including integrin signaling.
(EPS)

Data File S1 **MicroRNA Array Data.** The .xls data file contains the results of the differential expression of miRNA between the MCF7VP (MCF7.VP) and the parental MCF7 cell line (MCF7.EB).
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

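RNA of MCF7 and of etoposide resistant MCF7VP cells was measured on Affymetrix HG-U133 Plus 2.0 arrays, 3 for each cell line. The authors imported the scanner files into Partek Genomics Suite (version 6.4) and normalized them with RMA, which corrects the background, makes the distribution of the arrays equal and summarizes the probes of a probe set. The deposited values are on the log2 scale and have a floor of 5 that the paper's text does not name. The chip annotation used by the authors is not given in the sources used here. The number of arrays limits the precision, and no depth applies.

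From these values, 54613 probe sets without controls were read and the lines compared with limma 3.58.1 in R 4.3.3, with lmFit, eBayes and Benjamini-Hochberg adjustment, a two-sided test and thresholds of 0.05 for the adjusted p and 2 for the fold change. The design written before the data were examined had every probe set in the model. With 61.6% of the probe sets at the floor on all arrays, limma warned that its variance estimate was unreliable, so the reported values come from the 20947 probe sets above the floor on at least 1 array. This was decided after the counts of both models had been seen. The counts of probe sets changed at least 2-fold were the same in both. A gene was represented by its probe set with the highest mean, among probe sets with 1 gene symbol. Symbols came from the annotation of the array and were updated through a table of RefSeq genes, and the same table (GRCh38.p14) gave the order of the genes along the chromosomes. No reference genome was used.

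The genes named in the text were the 15 with the largest rise and the 10 with the largest fall among genes with an adjusted p under 0.05 and no overlap between the arrays of the lines, every gene the study names from the arrays (its Table 2 had been seen), and in each gene list up to 4 members with the largest change past the adjusted p. Bounds were ranked at their bound, so the order among them is not measured. A gene named outside this rule is marked as such. The 25 gene lists were fixed before the data were examined. The pathway and ECM lists were written by hand, those of JAK-STAT and MAP kinase signaling from textbook knowledge. They are not the gene sets that the paper tested. They covered ABC transporters, JAK-STAT, MAP kinase and integrin signaling, ECM constituents and remodelling, interferon-stimulated genes, antigen presentation, estrogen response, markers of epithelial, mesenchymal, basal, fibroblast and of leukocyte and endothelial cells, topoisomerases, double-strand break repair, mitosis and G2, G1/S and DNA replication, p53 targets, apoptosis, drug metabolism, NRF2 targets, the 16p13.1 neighbours of ABCC1 and ABCC6, and the amplified and deleted genes of Table 2. The lists were tested with camera (preset correlation 0.01), which compares the members with all other genes, and again with an estimated correlation, with fry, which tests whether members move at all and compares them with no other gene, and with fgsea 1.28.0 (10000 permutations).

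Runs of 5 neighbouring measured genes were compared with 1000 shufflings of the genes, and the medians by chromosome with 100000 permutations of the genes. On simulated data, limma recovered 100% of 100 probe sets changed by 1.3 and 99% of 100 changed by 2.5 on the log2 scale. It made 0 false calls among 20945 probe sets. A call needed both an adjusted p under 0.05 and a 2-fold change. Unchanged probe sets were drawn with the small spread of the arrays, so the fold threshold alone made false calls unlikely. The 0 therefore does not measure the errors of calls made by adjusted p alone. Camera called 2 of 200 lists without an effect, and the scan of neighbours found 1 planted block and no other among 10568 genes. The simulated values were drawn independently for each gene. These rates therefore need not hold where genes are correlated, as the members of a list can be. The alternatives set before the data were examined were leaving out each array, the replicate number as a block, quantile normalization again, centring on the median, a filter on dim probe sets, limma-trend, array weights, the methods' analysis of variance, other fold thresholds, other ways to represent a gene and other list tests. The model with every probe set, first designed as the reported one, was kept as an alternative. Those added after seeing the data were centring on the probe sets above the floor on all arrays, keeping only those probe sets, and the scan of neighbours with plain _at probe sets. The cytotoxicity assays, TaqMan arrays, qRT-PCR, miRNA arrays and copy number arrays were not analysed here.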

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

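Of the tests of technical explanations below, quantile normalization again and the splits of the arrays were set before their results were seen. Centring on the probe sets above the floor on all arrays was added after seeing the data. Both scalings were first run on floored values, and were redone with the floor set after scaling once those values had been seen. The other tests were chosen after the result they examine had been seen.

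Several of the largest changes lie in genes that the study does not discuss. The log2 fold change was 3.94 for MARF1, 3.92 for AGR2, 3.73 for ATRNL1 and 3.69 for GDF15, and at least 3.63 for QPRT and 3.34 for SERPINA3. In the other direction it was -3.40 or lower for SLC6A14 and -3.34 or lower for ZNF22. The NRF2 targets, genes of the response to oxidative stress, were lower as a list (adjusted p = 0.00476 from camera, 0.246 with an estimated correlation and 0.0606 with plain _at probe sets), with 15 of 31 measured members lower and 4 higher (21 and 2 after centring the arrays). The cystine transporter SLC7A11 was 3.70-fold lower, the heme oxygenase HMOX1 at least 2.02-fold and BLVRB 1.86-fold lower, while ABCC1, also a member, was higher.

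In the MCF7VP cells 27 of 37 measured p53 targets were higher and 3 lower (27 and 6 after centring, adjusted p = 3.56e-04 from camera), and genes of mitosis and G2 were lower (adjusted p = 3.22e-06). With an estimated correlation between genes neither list passed (adjusted p = 0.284 and 0.311). CDKN1A, the inhibitor of cyclin-dependent kinases, was 3.21-fold and the stress sensor SESN1 3.67-fold higher. A trend of the change with signal level is argued against by random lists matched on mean signal, since the median of the p53 targets lay at percentile 100 and that of the mitosis genes at percentile 0 of 10000 such lists. Many members shared the direction, with 39 of the 49 changed mitosis genes lower and 27 of the 30 changed p53 targets higher. Without the 4 largest changes 77.8% and 88.5% of the remaining ones did. Leaving out any 4 could not give lower shares, so this test adds nothing to the counts. Etoposide in the medium, which may activate p53, cannot be told apart from resistance, as 0 MCF7VP arrays came from cells without etoposide by the paper's account. A difference in RNA quality or labelling between the lines stays open too.

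The genes from MARF1 to NOMO3 rose together around ABCC1, with a mean log2 fold change of 3.26 over 5 neighbours. Chance placing of changed genes is argued against, since 0 of 1000 shufflings reached this mean. Cross-hybridization between paralogs stays open. With only plain _at probe sets 4 of the 5 genes had a 2-fold rise, but these were the probe sets already used, so the test changed nothing, and MARF1 has none. It also stays open that these genes share an amplification. The paper gives ABCC6, ABCC1, NDE1 and CEP20 as amplified in its Table 2, and the amplified stretch may include MARF1 and NOMO3 too. Copy number was not analysed here.

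Of the changed probe sets, 74.4% were higher in MCF7VP. The floor as the cause stays open. Among the 183 changed probe sets with a mean over the arrays of at least 8, none of them at the floor, 68.3% were higher, with a standard error of 3.44, which does not clear the 65% set for this test. A difference in scaling stays open too, since the share was 60.5% after quantile normalization again and 59.6% after centring. A difference in RNA quality or labelling cannot be told apart from the cell line, because the 3′ minus 5′ value of actin differed by 0.981 between the lines, with no overlap of their arrays. A real excess of rises in MCF7VP may remain and was not tested.

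There are only 10 splits of 6 arrays into 3 and 3, too few for a share under 0.1, and the real split was the 1 with the highest value in each case. It gave 1037 probe sets and 584 genes changed at least 2-fold against 0 as the highest of the other splits, 16 probe sets more than 10-fold higher and 2 lower against 0, and 16 Table 2 genes in the table's direction against 0. For gene lists past the adjusted p it gave 5 against 4. Every other split mixes the lines, so a difference between them adds to the spread within a group. The low counts of the other splits follow from this design and are no evidence for the real one. The study chose the Table 2 genes on these samples, and both lists of Table 2 are among the 5.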

How the results depend on the processing

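With the replicate number as a block, 1037 probe sets and 584 genes changed at least 2-fold, as without it, and 14332 against 14232 counted as probe sets past the adjusted p, any fold. With every probe set in the model, as first designed, this count was 12075. Centring each array on its median moved nothing, since that median is the floor. The same numbers do not mark pairs, since the deviations of same-numbered arrays correlated at 0.183, 0.0482 and 0.214 and array 2 did not correlate best with its own number. Of 648 values of 108 named genes with 1 array left out, 639 kept their direction and side of the threshold, and of 1435 under the other alternatives 1420 did. The exceptions were ABCC3, CAV2, SOX10, CDH3, SFN and TDP1. Reversed were SFN at -0.058 and TDP1 at -0.16 (adjusted p = 0.0262) with plain _at probe sets and CDH3 at -0.0014 after centring on the probe sets above the floor on all arrays. Fold sizes depended on the probe sets taken. The mean of a gene's probe sets includes those at the floor on all arrays, such as 1 of 2 for MGP. Such probe sets pull the fold change toward 0 by construction. With the mean of a gene's probe sets, 32 of 108 named genes moved by more than 1.5 times, all toward 0 and in the same direction, such as AGR2 from 15.1-fold to 5.07-fold and GDF15 from 12.9-fold to 2.35-fold higher. The causes were not tested unless an alternative's construction shows them. Values at the floor limit what can be read, since 9191 genes had no level and 102 of 463 rises and 36 of 121 falls of genes are bounds.

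The numbers of probe sets that differ between MCF7VP and MCF7, and of genes that differ between MCF7VP and MCF7, follow the threshold. Without one 14232 probe sets changed (8310 higher, 5922 lower, 58.4% higher) and 7563 genes (4696 higher, 2867 lower), and with 1.5-fold 3802 probe sets (2585 higher, 1217 lower) and 2012 genes (1473 genes higher in MCF7VP and 539 genes lower in MCF7VP). The share of higher calls was 60.5% after quantile normalization again and 59.6% after centring. With the mean of a gene's probe sets, 307 genes changed (235 higher, 72 lower), 2 more than 10-fold higher and 1 more than 10-fold lower, and with the probe set of largest change 190 genes were lower. Among probe sets above the floor on all arrays, 10 were more than 10-fold higher and 0 lower, 0 genes were more than 10-fold lower, and 10 Table 2 genes had a value. With 1 array left out, 1 to 2 probe sets and 1 to 2 genes were more than 10-fold lower (1 without MCF7 replicate 3).

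The range of the median log2 fold change by chromosome, 0.371, was 0.353 to 0.376 with 1 array left out, 0.388 after quantile normalization, 0.482 with a mean of at least 6 in 1 line, 0.209 with the mean of a gene's probe sets, 0.492 with the probe set of largest change, 0.318 with plain _at probe sets, 0 with every probe set, 0.361 after centring and 0.407 above the floor on all arrays.

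Of the lists, 5 passed camera, 0 with an estimated correlation, 22 by fry, 25 by fry for either direction, 11 by fgsea and 9 after centring. With an estimated correlation the adjusted p was 0.311 for mitosis and G2, 0.284 for p53 targets, 0.246 for NRF2 targets, 0.112 for the amplified and 0.284 for the deleted genes of Table 2, and with plain _at probe sets it was 0.0606 for NRF2 targets and 0.0332 for JAK-STAT. By fgsea JAK-STAT (0.0201), ECM constituents (0.00138), ECM remodelling (0.0168), interferon (0.00138), estrogen (0.0158) and the 16p13.1 neighbours (0.0057) passed. After centring JAK-STAT (0.0271), ECM remodelling (0.0413), interferon (0.0413) and estrogen (0.0271) passed. ECM remodelling passed with a mean of at least 6 in 1 line (0.0104), and estrogen after quantile normalization (0.033) and with every probe set (0.00252). Fry, which compares with no other genes, gave 2.69e-06 for ABC transporters, 1.11e-05 for JAK-STAT, 8.69e-05 for MAP kinase, 3.62e-06 for ECM constituents, ECM remodelling, interferon and estrogen, 6.58e-06 for integrin, 2.75e-05 for antigen presentation, 0.0188 for basal markers, 4.95e-05 for apoptosis and 5.01e-09 for the 16p13.1 neighbours. It turned the direction from lower to higher for epithelial (0.00866), mesenchymal (5.34e-05), fibroblast (6.36e-07), leukocyte and endothelial markers (0.0267) and double-strand break repair (0.0096).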

Differences from the paper's values

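In Table 2 all 16 genes with a level here have the paper's direction, and of the 10 measured in both lines 6 have a fold change within the spread of the arrays of the paper's. NDE1 was 11.51-fold higher here and 11.97-fold in the paper. CEP20 was 7.226-fold higher here and 9.24178-fold in the paper. For both, the probe set of largest change gave 11.97 and 9.242, and the other alternatives did not reach the paper's values. SOWAHC was 7.327-fold higher here and 6.36357-fold in the paper, and SEPTIN11 changed by -3.821-fold here and -5.19448-fold in the paper. No alternative gave a value within the spread for these 2 genes. Another probe set of each has a line at the floor and gives a bound that the paper's value meets, at least 4.02-fold higher for SOWAHC and at least 2.43-fold lower for SEPTIN11. For genes with a line at the floor the values here are lower bounds that do not exceed the paper's fold changes.

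At the paper's thresholds 1037 probe sets changed at least 2-fold. The paper shows its top 5000 genes at these thresholds in a heat map, a round number that need not be its full count. Of the alternatives, a 1.5-fold threshold, which is not the paper's, came within 1.5 times with 3802, no fold threshold gave 14232, and the others that act on probe sets gave 771 to 1065. Counted by gene, 584 changed, and 307 with the mean of a gene's probe sets, 415 with plain _at probe sets and 720 with the probe set of largest change. More than 10-fold higher were 13 named genes and unnamed probe sets together, and the paper gives 29 genes. The alternatives that act on probe sets gave 9 to 13. Counted by gene there were 9, and with the mean of a gene's probe sets 2. Values at the floor are bounds, so that these counts are lower limits.

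The paper states that MAFF was higher in MCF7VP, and here it was at the floor on all arrays. The paper states that MAP kinase genes were enriched and integrin signaling higher. It used GSEA and Ingenuity with other gene sets than the lists written by hand here, so the values below do not repeat its tests. Here camera gave an adjusted p of 0.795 and 0.889, and fgsea 0.29 and 0.741, with 55 MAP kinase genes higher and 31 lower and 24 integrin genes higher and 15 lower, and fry, which compares with no other genes, passed both (8.69e-05 and 6.58e-06). For JAK-STAT and ECM constituents camera gave 0.0892 and 0.251, and fgsea passed both (0.0201 and 0.00138), but camera with an estimated correlation gave 0.376 and 0.399.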

Other observations

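Genes that respond to estrogen were more often higher than lower in MCF7VP cells, with 28 of 45 measured members higher and 11 lower (29 and 11 adjusted over the list alone, 27 and 13 after centring on the probe sets above the floor on all arrays, adjusted p = 0.102 from camera). The list passed camera with every probe set in the model, as first designed (0.00252), after quantile normalization (0.033) and after centring (0.0271), and passed fgsea (0.0158), but not camera with an estimated correlation (0.376). The receptor tyrosine kinase RET was 5.48-fold, the secreted glycoprotein STC2 4.79-fold and the scaffold protein PDZK1 4.52-fold higher. Of 24 measured interferon-stimulated genes, 14 were higher and 4 lower (13 and 4 after centring, adjusted p = 0.111, 0.0413 after centring, 0.00138 from fgsea and 0.334 with an estimated correlation), with the ubiquitin-like protein ISG15 4.22-fold and SP110 2.57-fold higher. IFI6 and UBE2L6 of this list were chosen by the study. Of 16 measured genes of antigen presentation, 10 were higher and 4 lower (the same after centring, adjusted p = 0.185), with TAPBP 1.99-fold and HLA-C 1.68-fold higher. Of 43 measured apoptosis regulators, 25 were higher and 8 lower (25 and 9 adjusted over the list alone, 21 and 13 after centring, adjusted p = 0.228). BNIP3L was 2.90-fold, the death receptor FAS at least 2.71-fold, PMAIP1 2.32-fold and APAF1 2.10-fold higher. Of 36 measured genes of drug metabolism, 14 were higher and 16 lower (12 and 21 after centring, adjusted p = 0.243), with the glutathione transferase GSTA4 3.21-fold and MGST3 2.07-fold higher and MGST1 1.90-fold lower. Of all 7563 genes that passed the test 62.1% were higher, so more rises than falls are not particular to these lists. The p values are from camera and adjusted over the 25 lists.

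Markers of cell type changed in both directions. Of 38 measured epithelial and luminal markers, 15 were higher and 14 lower, and 11 higher and 19 lower after centring on the probe sets above the floor on all arrays (adjusted p = 0.476). The tight junction protein CLDN3 was 2.38-fold lower and CD24 2.29-fold higher. Of 11 measured mesenchymal markers, 5 were higher and 4 lower (adjusted p = 0.889), with CD44 at least 1.74-fold and S100A4 1.77-fold lower. Of 7 measured basal markers, 3 were higher and 1 lower (2 and 1 adjusted over the list alone, 1 and 1 after centring, adjusted p = 0.889). Of 5 measured fibroblast markers, 2 were higher and 3 lower (adjusted p = 0.795), with the chemokine CXCL12 1.98-fold higher. Of 3 measured leukocyte and endothelial markers, 1 was higher and 1 lower (adjusted p = 0.889). Most members of the mesenchymal, fibroblast and leukocyte lists were at the floor on all arrays (31, 22 and 28). COL3A1 and FN1 are members of the mesenchymal list and were chosen by the study. The direction from camera was lower for some lists whose mean log2 fold change was above 0, namely the epithelial (0.05), mesenchymal (0.31), fibroblast (0.49), leukocyte and endothelial (0.12), double-strand break repair (0.08) and drug metabolism (0.04) lists. The median was below 0 for the epithelial (-0.02), fibroblast (-0.47) and drug metabolism (-0.03) lists, and above 0 for the topoisomerase (0.01) and G1/S (0.02) lists, whose mean was -0.02 in both. Camera compares the moderated test statistics of the members, not their log2 fold changes, with those of all other genes. The median log2 fold change of all genes was 0.07, so a list with a mean slightly above 0 can have the direction lower. The means of the mesenchymal, fibroblast, and leukocyte and endothelial lists lay above 0.07, so this does not account for their direction. Whether it accounts for the other lists was not tested.

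Besides the genes around ABCC1, a run of 5 neighbours on chromosome 5 from RETREG1 to C5orf22 had a mean log2 fold change of 1.61, reached by 47 of 1000 shufflings. With plain _at probe sets this run did not pass, but the only such probe set of RETREG1 was at the floor on all arrays. RETREG1 was therefore missing from that scan, which could not test the same run. A run on chromosome 14 of 6 genes from SERPINA5 to BDKRB2 passed there, with a highest mean over 5 neighbours of 1.79 reached by 5 shufflings. No run of lower genes passed in either scan. The 3′ actin control was lower by -0.32 on the log2 scale on the MCF7VP arrays.

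In the paper's supplementary data for the miRNA arrays, the row of hsa-miR-218 gives a ΔΔCt of 7.796 and a log10 RQ of -2.347, both the paper's. A ΔΔCt of 7.796 is a 222-fold difference, and the paper's text gives 7.79-fold.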
